A study of Homo sapiens with 20 samples. Its data were reported in "5′-Isoforms of miR-1246 Have Distinct Targets and Stronger Functional Impact Compared with Canonical miR-1246 in Colorectal Cancer Cells In Vitro" (2024).

How the data were processed

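Poly(A) RNA of Caco-2 cells was sequenced in paired ends on a NovaSeq instrument, from 1 µg of RNA collected 48 h after transfection, for 4 mimics in 5 cell passages each, 20 libraries in all. Groups were taken from the sample labels, which also number the replicates by passage. The authors trimmed the reads, aligned them with STAR 2.7.9 to GRCh38.p13 and counted them per Gencode gene with Verse. The deposited count table holds raw read counts per gene as whole numbers. The authors then adjusted the counts for passage with ComBat-seq and divided them by DESeq2 1.32.0 size factors, and the deposited normalised table holds this signal, normalised counts per gene. Multiplied by 1 factor per library, 100% of its 507298 values above 0 lay within a relative distance of 1e-06 from a whole number. The library kit kept the strand of the RNA, but the strand setting of the counting was not stated.

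Both tables list 60728 genes, of which 60415 were found in GENCODE release 44 (GRCh38), as were 17028 of the 17091 genes tested. Total counts ran from 21.4 M (WT 4) to 41.9 M (NC 1), with a mean ± SD (n = 5) of 35.1 ± 6.8 M with NC, 29.0 ± 4.8 M with WT, 33.7 ± 5.6 M with ISO_a and 32.6 ± 8.1 M with ISO_G. The spread between replicates was 4.12 to 103.62 times that of counting alone (chi-square over degrees of freedom in 40 pairs of replicates), so no library repeated another of its group. Pairs from different groups were not checked in this way. To check the pairing by replicate number, log2 CPM was centred within each group. Libraries of the same passage then correlated with a median r of 0.65 (0.49 to 0.80), against -0.45 for other pairs, and 20 of 20 libraries correlated best with their own passage. The first principal component held 48.8% of the variance, the second 13.5% and the third 5.5%.

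The count table was analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total 15), libraries were scaled by TMM factors, and quasi-likelihood models with a term per group and a term per passage were fitted to the 20 libraries. The 6 comparisons were WT, ISO_a and ISO_G against NC, ISO_a and ISO_G against WT, and ISO_a against ISO_G. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and the standard error was the absolute log2 fold change over the square root of F. CPM values used a prior count of 2 on the log2 scale. At an unadjusted p under 0.05 there were 4669, 3576, 3656, 2160, 2170 and 2546 genes in the 6 comparisons. Comparisons, tests, lists and the rule for naming genes were chosen before the data were examined, except where stated.

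Named genes were those with the largest change among called genes of at least 5 CPM that moved in the same direction in 5 of 5 passages and whose symbol is not a clone-based name, 8 per direction against NC and 5 per direction between mimics. To these were added 4 called members per list, 5 variant-specific genes per mimic and all measured members of the lists taken from the study and from earlier work. Members of lists and variant-specific genes had no CPM minimum. Genes named for 5 or fewer members of a count, and those named for lacking a site, were chosen after their values had been seen.

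A set of 32 lists was written from general knowledge of pathways, cell types and stress responses and from the study's discussion. Each was tested against all other genes by camera (limma 3.58.1) with the preset correlation of 0.01 between genes, adjusted over the 192 tests. It was tested again with a correlation estimated from the libraries, and with fry, which asks whether the members move on balance one way without comparing them with other genes. Members were also adjusted over the list alone.

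Sites were searched in the longest annotated 3′ UTR of each gene, for the 7 bases complementary to bases 2 to 8 of each mimic. These bases were derived from the names and descriptions of the isoforms, as the exact sequences of the mimics were not used here. The shift of genes with a site was compared with 10000 random sets matched in 10 bins of 3′ UTR length and 5 bins of expression. For the alternatives, p values used a normal approximation with the exact mean and variance of such sets. For scans of all words, genes were matched on length and expression, and a word needed at least 50 genes. Scans matched on GC content as well used 5 bins of length, 10 of GC content and 3 of expression. Shares were compared with Fisher's exact test in scipy 1.17.1, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

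The methods were tested on simulated data made from these counts. Of genes given a log2 change of 0.5, 84.0%, 88.0%, 91.0%, 87.9%, 88.3% and 91.5% were called in the 6 comparisons, and of the calls 8.0%, 5.1%, 6.4%, 5.8%, 5.4% and 2.8% were false. A shift of 0.3 given to the mitosis list was called with a camera adjusted p of 4.28e-138, and a shift of -0.05 given to genes with a site was measured as -0.049. Unchanged groups simulated against the same controls called between 0 and 2 genes.

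The alternatives were DESeq2 1.42.0 with the passage term, ComBat-seq (sva 3.50.0) followed by DESeq2 without it, no passage term, RLE, upper-quartile and total-count scaling, no filter, at least 1 CPM in at least 5 libraries, only the 10 libraries of 2 groups, limma on the log2 normalised table (pseudocount 1), each library and each passage left out, and other definitions of a site. After the data had been seen, 4 were added: a correction for GC content by a spline with 5 degrees of freedom together with the passage term, edgeR and DESeq2 on the whole reads recovered from the normalised table without the passage term, and site tests matched on GC content. Genes without an annotated 3′ UTR were left out of the site tests. No other sample or column was left out.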

Results

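Gene expression was measured by poly(A) RNA sequencing in Caco-2 cells, a human colorectal adenocarcinoma line, 48 h after reverse transfection with a microRNA mimic. A mimic is a short synthetic RNA duplex that enters the cell's silencing machinery in place of a natural microRNA. The 20 libraries fell into 4 groups of 5 replicates. The cells received a negative control mimic (NC), the canonical WT-miR-1246 (WT), ISO-miR-1246_a (ISO_a), which lacks the first base A, or ISO-miR-1246_G (ISO_G), which carries an added G at the 5′ end. The replicate number was the cell culture passage, so that each passage gave 1 library of every group. Total counts in passages 1 to 5 were 41.9, 25.3, 35.1, 40.9 and 32.4 M with NC and 34.1, 27.8, 30.8, 21.4 and 31.0 M with WT. They were 29.1, 35.9, 27.4, 34.8 and 41.2 M with ISO_a and 40.2, 38.6, 24.1, 36.5 and 23.5 M with ISO_G. Mitochondrial transcripts held 2.68% ± 0.30 (SD, n = 5) of the counts with NC, 2.72% ± 0.13 with WT, 2.7% ± 0.37 with ISO_a and 2.74% ± 0.22 with ISO_G. The gene with most counts in a library, EEF1A1 or FN1, took between 0.91% and 1.18% of them.

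Of the 17091 genes tested, 13296 differed between passages by edgeR's quasi-likelihood test, so the passage was a term of every model below. Changes are log2 fold changes ± their standard error over 5 passages, and levels are counts per M (CPM) as mean ± SD, n = 5. Adjusted p values are those of edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment (edgeR adjusted p). They rest on the spread left after the passage term, in 5 passages of 1 cell line. The median standard error was 0.073 for WT against NC and 0.072 for each isoform against NC.

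The first comparison asked which transcripts changed with the canonical microRNA relative to the control mimic. With WT, 2300 genes differed from NC, 1134 higher and 1166 lower, and 205 of them by at least 1.5-fold (145 higher and 60 lower). CCND3, which encodes the G1 cyclin D3, rose by 1.26 ± 0.12, from 12.3 ± 1.53 to 29.8 ± 6.34 CPM. CDC25A, the phosphatase that activates cyclin-dependent kinases at the entry into S phase, had a log2 fold change of -1.19 ± 0.10, from 50.1 ± 19.1 to 21.3 ± 6.05 CPM. MREG, which encodes melanoregulin, changed by -1.16 ± 0.07, from 25.7 ± 1.91 to 11.5 ± 1.29 CPM. All 3 changes had the same direction in 5 of 5 passages, with an edgeR adjusted p of 1.42e-07 for CCND3, 2.31e-08 for CDC25A and 3.32e-10 for MREG.

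Other genes rose with WT as well. CALU, a calcium-binding protein of the endoplasmic reticulum, rose by 0.89 ± 0.06, from 158 ± 8.92 to 295 ± 37.5 CPM. MCFD2, part of a cargo receptor between endoplasmic reticulum and Golgi, rose by 0.78 ± 0.04, and PDIA4, a protein disulfide isomerase, by 0.66 ± 0.05. The increase was 0.85 ± 0.06 for the de novo DNA methyltransferase DNMT3B, 0.76 ± 0.05 for MET, the receptor of hepatocyte growth factor, and 0.80 ± 0.08 for the cell cycle transcription factor E2F2. FARP2 rose by 0.89 ± 0.06, the mitochondrial phosphatase PTPMT1 by 0.90 ± 0.08 and SH3RF3 by 0.79 ± 0.13. On the other side, the log2 fold change was -0.92 ± 0.07 for DENND2D, -0.92 ± 0.13 for the orphan nuclear receptor ESRRG and -0.88 ± 0.08 for the zinc finger gene ZNF267. It was -0.82 ± 0.09 for SLC38A4, an amino acid transporter, -0.76 ± 0.06 for TUFT1 and -0.76 ± 0.07 for EREG, which encodes epiregulin, a ligand of the EGF receptor (120 ± 22.4 to 70.4 ± 12.3 CPM). Each of these genes changed in the same direction in 5 of 5 passages.

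Lists of cell division genes were called lower with WT. Of 80 measured genes of mitosis, 20 fell, 1 rose and 59 did not pass (27 fell and 1 rose when adjusted over the list alone), and the set test camera gave an adjusted p of 2.87e-07 (adjusted p = 0.483 with an estimated correlation). NUP50, a nucleoporin, changed by -0.31 ± 0.04 and the dynein chain DYNC1I1 by -0.39 ± 0.07, while CIT, a kinase of cytokinesis, rose by 0.35 ± 0.04. Of 22 genes of sister chromatid cohesion, 4 fell and 1 rose, among them CDK1 (-0.25 ± 0.06) and the cohesin subunit STAG2 (0.22 ± 0.05), with a camera adjusted p of 0.0186 (adjusted p = 0.544 with an estimated correlation). Of 52 genes of DNA replication, 7 fell and 0 rose, such as DSCC1 (-0.38 ± 0.08) and DTL (-0.25 ± 0.06), with a camera adjusted p of 0.0117 (adjusted p = 0.652 with an estimated correlation). Adjusted over the list alone, 5 cohesion genes fell and 1 rose, and 8 replication genes fell. CDK1 stood in both the mitosis and the cohesion list. In the G1 list, 3 of 42 genes rose and 8 fell, and the list was not called (camera adjusted p = 0.111).

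Other groups moved upwards with WT. Of 44 measured interferon and double-stranded RNA response genes, 18 rose, 1 fell and 25 did not pass (18 and 1 when adjusted over the list alone), with a camera adjusted p of 1.65e-05 (adjusted p = 0.238 with an estimated correlation). IFIT1 rose by 1.00 ± 0.16, from 2.92 ± 1.52 to 5.78 ± 3.31 CPM, and OAS2, a sensor of double-stranded RNA, by 2.19 ± 0.40, although from only 0.0831 ± 0.0797 CPM. Of 18 readout genes of WNT signalling, 9 rose and 0 fell (10 and 0 when adjusted over the list alone), with a camera adjusted p of 5.72e-05 (adjusted p = 0.332 with an estimated correlation). They included the WNT feedback inhibitors NOTUM (0.54 ± 0.11) and NKD1 (0.44 ± 0.05) and the intestinal stem cell factor ASCL2 (0.43 ± 0.12). Of 29 genes of sterol and fatty acid synthesis, 4 rose and 1 fell (7 and 2 when adjusted over the list alone), with the desaturase SCD at 0.16 ± 0.04 and STARD4, a sterol carrier, at -0.32 ± 0.07 (camera adjusted p = 0.0344, and adjusted p = 0.652 with an estimated correlation).

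Of 32 genes of the Hippo pathway, 8 fell and 4 rose with WT (11 and 4 when adjusted over the list alone), with a camera adjusted p of 0.0168 (adjusted p = 0.332 with an estimated correlation). The Hippo kinase LATS2 changed by -0.51 ± 0.05 and WWC2 by -0.25 ± 0.04, while TEAD2 rose by 0.25 ± 0.06. Of 26 genes of microRNA biogenesis and silencing, 6 fell and 0 rose, also when adjusted over the list alone, led by the decapping enzyme DCP2 (-0.43 ± 0.06) and including the export factor XPO5 (-0.18 ± 0.04), with a camera adjusted p of 0.0436 (adjusted p = 0.544 with an estimated correlation). Of 3 measured genes that earlier work had named as targets of canonical miR-1246, CADM1 (-0.51 ± 0.04) and CCNG2 (-0.57 ± 0.07) fell (camera adjusted p = 0.00256, and adjusted p = 0.156 with an estimated correlation). Of 26 genes the study had named from these libraries, 13 fell and 8 rose (16 and 8 when adjusted over the list alone). As that list was chosen on these samples, its direction is not independent evidence. Its members included PPP2CB (-0.44 ± 0.06), a catalytic subunit of protein phosphatase 2A, PDGFRA (-0.74 ± 0.05), TUBGCP3 (-0.31 ± 0.04), RFK (0.62 ± 0.08) and SAMD5 (0.71 ± 0.07). CAV1 measured -0.33 ± 0.12 and did not pass.

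The count for WT against NC was 1492 without the library NC 3 and 1503 without NC 4, 1215 when only the 10 libraries of these groups were fitted, 3580 with the GC correction added after the data had been seen and 97 with no passage term. At 1.5-fold or more it was 133 with DESeq2 and 36 with no passage term. The share of higher genes was 49.3%, and 62.7% when libraries were scaled by total counts alone.

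The same question was asked of ISO_a. With this isoform, 1164 genes differed from NC, 550 higher and 614 lower, and 65 by at least 1.5-fold (50 higher and 15 lower). CCND3 again led the increases with 1.22 ± 0.12, to 28.8 ± 4.99 CPM, followed by CALU (0.87 ± 0.06), PTPMT1 (0.84 ± 0.08), E2F2 (0.79 ± 0.08), FARP2 (0.79 ± 0.06), DNMT3B (0.78 ± 0.06), MET (0.78 ± 0.05) and MCFD2 (0.74 ± 0.04). CCDC32 had the lowest log2 fold change of the leading decreases, -0.89 ± 0.07, from 12.8 ± 0.972 to 6.89 ± 1.34 CPM. CROT, a carnitine acyltransferase of peroxisomes, changed by -0.87 ± 0.10, and VGLL3, a cofactor of TEAD transcription factors, by -0.65 ± 0.07. The other leading decreases were OSTM1 (-0.64 ± 0.08), SLC38A4 (-0.63 ± 0.09), SSR2 (-0.63 ± 0.05), a subunit of the translocon-associated complex, HHLA2 (-0.61 ± 0.11) and DUSP7 (-0.60 ± 0.10), a phosphatase of ERK kinases. All 16 genes changed in the same direction in 5 of 5 passages, with an edgeR adjusted p of 4.92e-07 for CCND3 and 4.85e-08 for CCDC32.

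Of 68 genes of the extracellular matrix and its receptors, 10 fell and 1 rose with ISO_a (12 and 2 when adjusted over the list alone), with a camera adjusted p of 0.00937 (adjusted p = 0.544 with an estimated correlation). SERPINH1, the collagen chaperone, changed by -0.37 ± 0.06, the integrin ITGA1 by -0.35 ± 0.06 and the protease ADAM9 by -0.28 ± 0.06. Of 32 genes of the Hippo pathway, 6 fell and 2 rose (12 and 3 when adjusted over the list alone), with LATS2 at -0.21 ± 0.05, WWC2 at -0.24 ± 0.04 and WWTR1, which encodes the coactivator TAZ, at 0.30 ± 0.04 (camera adjusted p = 0.00937, and adjusted p = 0.282 with an estimated correlation). Of 26 genes of microRNA biogenesis and silencing, 3 fell and 0 rose (5 and 0 when adjusted over the list alone), namely DCP2 (-0.58 ± 0.06), CNOT6 (-0.25 ± 0.05) and TNRC6A (-0.17 ± 0.05), with a camera adjusted p of 0.0416 (adjusted p = 0.544 with an estimated correlation). In the mitosis list 4 genes fell and 2 rose, in the replication list 0 fell and 1 rose, and in the interferon list 2 rose and 1 fell. None of these 3 lists was called in this comparison. LIMK2, a kinase of the actin regulator cofilin, changed by -0.30 ± 0.04, whereas CDC25A measured -0.27 ± 0.09 (edgeR adjusted p = 0.0788) and PPP2CB -0.12 ± 0.06 (edgeR adjusted p = 0.241). Of the 26 genes chosen by the study on these samples, which are not independent evidence, 8 rose and 5 fell (8 and 9 when adjusted over the list alone). Their median was -0.097 and their mean 0.109.

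The count for ISO_a against NC was 558 without NC 3, 550 without NC 4, 682 without ISO_a 1, 696 without ISO_a 3 and 647 without ISO_a 4. It was 769 on the 10 libraries of these groups, 1944 with ComBat-seq and DESeq2, 1997 with the GC correction added after the data had been seen and 36 with no passage term. The count of at least 1.5-fold was 105 without NC 1, 39 without NC 3, 41 without NC 4 and 15 with no passage term.

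With ISO_G, 1402 genes differed from NC, 724 higher and 678 lower, and 96 by at least 1.5-fold (58 higher and 38 lower). The share of higher genes was 51.6%, and 60.6% with total counts alone as the scale. CCND3 rose by 1.38 ± 0.12, to 32.6 ± 7.59 CPM, followed by CALU (0.93 ± 0.06), PTPMT1 (0.90 ± 0.08), E2F2 (0.83 ± 0.08), FARP2 (0.82 ± 0.06), MCFD2 (0.82 ± 0.04), DNMT3B (0.81 ± 0.06) and MET (0.75 ± 0.05). ATP6V1F, a subunit of the vacuolar proton pump, changed by -1.20 ± 0.09, from 62.3 ± 5.39 to 26.9 ± 3.74 CPM, and TBCA, a folding cofactor of tubulin, by -1.19 ± 0.10, from 117 ± 7.56 to 51.9 ± 14.3 CPM. EREG changed by -1.05 ± 0.07, to 57.5 ± 9.04 CPM. PGK1, an enzyme of glycolysis, changed by -0.89 ± 0.06, from 706 ± 74.4 to 388 ± 87.9 CPM. The other leading decreases were NBDY (-0.87 ± 0.07), BLOC1S6 (-0.87 ± 0.06), a subunit of a complex for lysosome-related organelles, PPP2CB (-0.84 ± 0.06) and the ubiquitin ligase RNF34 (-0.83 ± 0.07). All 16 genes changed in the same direction in 5 of 5 passages, with an edgeR adjusted p of 3.25e-08 for CCND3, 8.36e-09 for ATP6V1F and 2.56e-09 for PGK1.

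Of 27 genes of hypoxia and glycolysis, 6 fell and 1 rose with ISO_G (11 and 2 when adjusted over the list alone). The camera adjusted p was 0.000305 (adjusted p = 0.544 with an estimated correlation). Besides PGK1, the neuronal enolase ENO2 changed by -0.47 ± 0.07 and the pyruvate dehydrogenase kinase PDK1 by -0.28 ± 0.08. Of 18 readout genes of WNT signalling, 7 rose and 0 fell (10 and 1 when adjusted over the list alone), among them NOTUM (0.55 ± 0.11), NKD1 (0.30 ± 0.05) and EPHB2 (0.29 ± 0.06), with a camera adjusted p of 0.000183 (adjusted p = 0.394 with an estimated correlation). Of 14 intestinal stem and progenitor genes, several of which also stood in the WNT list, 3 rose and 0 fell (5 and 0 when adjusted over the list alone), with a camera adjusted p of 0.0171 (adjusted p = 0.238 with an estimated correlation). In the interferon list 7 of 44 genes rose and 0 fell (9 and 0 when adjusted over the list alone), with IFIT1 at 0.61 ± 0.16 and OAS1 at 0.40 ± 0.05 (camera adjusted p = 0.00101, and adjusted p = 0.332 with an estimated correlation). Of 20 immediate early genes, 3 fell and 0 rose, namely ATF3 (-0.47 ± 0.09), KLF4 (-0.28 ± 0.08) and KLF6 (-0.24 ± 0.05), with a camera adjusted p of 0.00651 (adjusted p = 0.559 with an estimated correlation).

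Outside these groups, LATS2 changed by -0.64 ± 0.05. WWTR1 rose by 0.43 ± 0.04. CDC25A changed by -0.35 ± 0.09 (edgeR adjusted p = 0.0184). Of the 26 genes the study had chosen on these samples, again not independent evidence, 11 fell and 8 rose (11 and 9 when adjusted over the list alone), with a median of -0.10 and a mean of 0.029. The count of genes for ISO_G against NC was 909 without NC 3, 2320 with ComBat-seq and DESeq2, 2412 with the GC correction added after the data had been seen and 68 with no passage term. At 1.5-fold or more it was 53 with DESeq2 and 33 with no passage term.

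The next question was how far the mimics changed the same genes. Against NC, 281 genes were higher and 185 lower with all 3 mimics, out of 3117 genes changed by at least 1 mimic. The higher genes numbered 170 without NC 3 and 164 without NC 4, and the lower ones 65 without NC 3, 74 without NC 4, 109 without ISO_a 1, 109 without ISO_a 3 and 116 without ISO_a 4. They were 414 and 410 with ComBat-seq and DESeq2, 496 and 361 with the GC correction added after the data had been seen, 191 and 107 with only the 10 libraries of each comparison, and 22 and 0 with no passage term. Independent lists of these sizes would have shared 1.5 higher and 1.7 lower genes, and unchanged groups simulated against the same 5 controls shared 0 and 0. Trends across a library, such as the trend with GC content in NC 3 (range 0.345), were not tested in that simulation. It therefore cannot say how much of the overlap came from a bias of the NC libraries. For pairs of mimics, 400 genes were higher with WT and ISO_a, 501 with WT and ISO_G and 314 with ISO_a and ISO_G, where independent lists would have shared 36.5, 48.0 and 23.3. The lower genes numbered 379, 403 and 208, where independent lists would have shared 41.9, 46.3 and 24.4. When each mimic was compared with other control libraries, from other passages, between 53 and 101 higher genes and between 9 and 64 lower genes were shared. Independent lists would then have shared 1.2 to 7.5 and 0.4 to 7.1.

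Across the 17091 genes, which are not independent replicates, the log2 fold changes of WT and ISO_a correlated with r = 0.654, those of WT and ISO_G with 0.638 and those of ISO_a and ISO_G with 0.576. Unchanged groups simulated against the shared controls gave 0.480, 0.479 and 0.490, with the same limit. The covariances were 0.0271, 0.0273 and 0.0209, beside a simulated 0.0107 for each pair with the shared controls. With different passages, and so different controls, for the 2 mimics of a pair, r lay between 0.093 and 0.246 and the covariance between 0.00548 and 0.0163. Of the 466 genes changed in the same direction by all 3 mimics, 43 differed between at least 2 of the mimics. The 8 leading increases of each isoform were the same genes, CCND3, CALU, PTPMT1, E2F2, FARP2, MCFD2, DNMT3B and MET, and none of these 8 passed the test between any 2 mimics, CCND3 measuring -0.04 ± 0.11 for ISO_a against WT, 0.13 ± 0.11 for ISO_G against WT and -0.16 ± 0.11 for ISO_a against ISO_G.

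**Figure D1:**
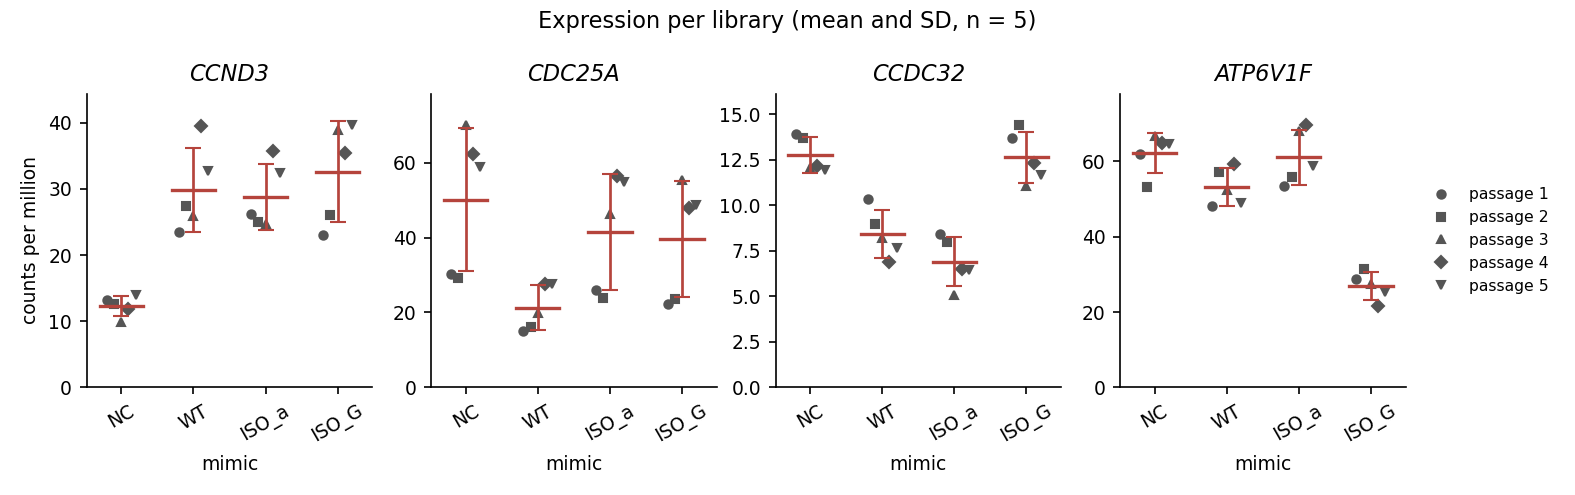
CPM of CCND3, CDC25A, CCDC32 and ATP6V1F in each of the 20 libraries, with the mean and SD of the 5 libraries per group. CCND3 was higher with all 3 mimics than with NC, and the other genes were lowest with WT, ISO_a and ISO_G, respectively.

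The mimics were then compared with one another in the same model of 20 libraries, to ask whether the response differed between them. The study lists the isoforms as custom mirVana mimics and WT under an assay number. WT and the isoforms may therefore differ in product as well as in the 5′ end. Differences from WT cannot be assigned to the 5′ end alone. Between ISO_a and WT, 345 genes differed, 180 higher and 165 lower with ISO_a, and 25 by at least 1.5-fold. The 5 leading genes higher with ISO_a had been lowered by WT. MREG was higher with ISO_a by 0.96 ± 0.07, CDC25A by 0.92 ± 0.10, DENND2D by 0.83 ± 0.07, MED22, a subunit of Mediator, by 0.74 ± 0.06 and ESRRG by 0.69 ± 0.13. DUSP7 was lower with ISO_a by -0.57 ± 0.10, and the interferon-induced genes IFI6 and HERC6 by -0.53 ± 0.07 and -0.52 ± 0.09. VGLL1 and KNG1 measured -0.46 ± 0.06 and -0.45 ± 0.08. All 10 differences had the same sign in 5 of 5 passages, with an edgeR adjusted p of 3.52e-08 for MREG and 6.16e-06 for CDC25A.

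By gene group, 5 of 80 mitosis genes were higher and 0 lower with ISO_a than with WT (9 and 0 when adjusted over the list alone), with NUP50 at 0.21 ± 0.04 and AURKA at 0.21 ± 0.04 (camera adjusted p = 8.83e-08, and adjusted p = 0.441 with an estimated correlation). For DNA replication, 1 of 52 genes was higher, DSCC1 with 0.36 ± 0.08 (camera adjusted p = 0.0403, and adjusted p = 0.704 with an estimated correlation). Of 44 interferon genes, 5 were lower and 0 higher (12 and 0 when adjusted over the list alone), with IFIT1 at -0.95 ± 0.16 and OAS1 at -0.40 ± 0.05 (camera adjusted p = 1.22e-10, and adjusted p = 0.0524 with an estimated correlation). The WNT readout genes had 1 lower member of 18, NKD1 with -0.24 ± 0.05 (5 when adjusted over the list alone, camera adjusted p = 6.13e-05, and adjusted p = 0.332 with an estimated correlation). Of 68 matrix genes 4 were lower and 2 higher (13 and 4 when adjusted over the list alone), with SERPINH1 at -0.33 ± 0.06 and the basement membrane gene NID1 at 0.47 ± 0.04 (camera adjusted p = 0.043, and adjusted p = 0.607 with an estimated correlation). Of 29 genes of sterol and fatty acid synthesis, 1 was lower and 0 higher (camera adjusted p = 0.0041, and adjusted p = 0.544 with an estimated correlation). Of the 26 genes chosen by the study, 7 were higher and 1 lower (9 and 1 when adjusted over the list alone, camera adjusted p = 3.33e-05, and adjusted p = 0.282 with an estimated correlation), and of the 3 targets from earlier work 2 were higher (camera adjusted p = 6.13e-05, and adjusted p = 0.0524 with an estimated correlation). The first of these lists is not independent evidence, since the study chose it on these samples. The second holds targets named by earlier work that the study cited.

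The count for ISO_a against WT was 172 without WT 3, 173 without WT 5, 209 without ISO_a 1, 184 without ISO_a 3 and 197 without ISO_a 5, and 976 when only the 10 libraries of these groups were fitted. It was 857 with ComBat-seq and DESeq2, 1021 with the GC correction added after the data had been seen and 8 with no passage term. The count of at least 1.5-fold was 15 without WT 3, 41 on the 10 libraries, 15 with ComBat-seq and DESeq2, 39 with the GC correction and 4 with no passage term. The share of higher genes was 52.2%, and 39.8% with total counts alone as the scale.

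Between ISO_G and WT, 377 genes differed, 207 higher and 170 lower with ISO_G, and 34 by at least 1.5-fold. MREG was higher with ISO_G by 0.85 ± 0.07, CDC25A by 0.84 ± 0.10, DENND2D by 0.77 ± 0.07, GOLT1B, which acts in Golgi transport, by 0.64 ± 0.07 and ZNF267 by 0.64 ± 0.09. ATP6V1F was lower by -0.97 ± 0.09, PGK1 by -0.73 ± 0.06, the small GTPase RAB8B by -0.71 ± 0.08, TBCA by -0.65 ± 0.10 and the aquaporin AQP10 by -0.63 ± 0.12. All 10 differences had the same sign in 5 of 5 passages, with an edgeR adjusted p of 2.62e-07 for MREG and 9.15e-07 for ATP6V1F. PPP2CB and EREG were lower with ISO_G than with WT, by -0.40 ± 0.06 and -0.28 ± 0.07, whereas LATS2 measured -0.13 ± 0.05 and did not pass.

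Mitosis genes were higher with ISO_G than with WT in 6 of 80 cases and lower in 0 (14 and 0 when adjusted over the list alone), with NUP50 at 0.28 ± 0.04 and ECT2 at 0.21 ± 0.05 (camera adjusted p = 1.09e-13, and adjusted p = 0.282 with an estimated correlation). Of 22 cohesion genes 1 was higher, the acetyltransferase ESCO2 with 0.28 ± 0.06 (5 when adjusted over the list alone, camera adjusted p = 0.000479, and adjusted p = 0.483 with an estimated correlation). Of 52 replication genes 2 were higher, DSCC1 with 0.34 ± 0.08 and PCNA, the sliding clamp, with 0.18 ± 0.05 (7 when adjusted over the list alone, camera adjusted p = 1.65e-05, and adjusted p = 0.544 with an estimated correlation). Of 27 genes of hypoxia and glycolysis, 5 were lower and 0 higher (12 and 1 when adjusted over the list alone), with ENO2 at -0.38 ± 0.07 and the glucose transporter SLC2A1 at -0.31 ± 0.08 (camera adjusted p = 1.98e-07, and adjusted p = 0.483 with an estimated correlation). Of 44 interferon genes 1 was lower, OAS1 with -0.22 ± 0.05 (2 when adjusted over the list alone, camera adjusted p = 0.0186, and adjusted p = 0.483 with an estimated correlation). Of 19 NF-κB genes 3 were higher and 1 lower (6 and 1 when adjusted over the list alone), with TNFAIP3 at 0.27 ± 0.05 and TNFAIP2 at -0.44 ± 0.10 (camera adjusted p = 0.00355, and adjusted p = 0.487 with an estimated correlation). Of 14 heat shock genes 1 was higher, HSPH1 with 0.25 ± 0.06 (3 when adjusted over the list alone, camera adjusted p = 0.00146, and adjusted p = 0.544 with an estimated correlation). Of the 3 targets from earlier work, 2 were higher, CCNG2 with 0.40 ± 0.07 and CADM1 with 0.22 ± 0.04 (camera adjusted p = 0.00276, and adjusted p = 0.156 with an estimated correlation). The count for ISO_G against WT was 215 without WT 3, 207 without WT 4, 245 without WT 5, 219 without ISO_G 1 and 222 without ISO_G 2, but 896 with ComBat-seq and DESeq2, 1042 with the GC correction added after the data had been seen and 13 with no passage term. The count of at least 1.5-fold was 19 without WT 3, 22 without ISO_G 2, 20 with ComBat-seq and DESeq2 and 6 with no passage term.

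Between the 2 isoforms, 526 genes differed, 243 higher and 283 lower with ISO_a, and 33 by at least 1.5-fold. The 5 leading genes higher with ISO_a had been lowered by ISO_G, with ATP6V1F at 1.17 ± 0.09, TBCA at 1.05 ± 0.10, NBDY at 0.90 ± 0.07, PGK1 at 0.83 ± 0.06 and EREG at 0.81 ± 0.07. CROT was lower with ISO_a by -0.91 ± 0.10, CCDC32 by -0.88 ± 0.07, TLR7, an endosomal receptor of single-stranded RNA, by -0.73 ± 0.10, DUSP7 by -0.64 ± 0.10 and SSR2 by -0.61 ± 0.05. All 10 differences had the same sign in 5 of 5 passages, with an edgeR adjusted p of 6.33e-08 for ATP6V1F and 1.34e-07 for CCDC32. PPP2CB and LATS2 were higher with ISO_a by 0.72 ± 0.06 and 0.43 ± 0.05, and LIMK2 was lower by -0.30 ± 0.04.

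Genes of hypoxia and glycolysis were higher with ISO_a than with ISO_G in 5 of 27 cases and lower in 0 (11 and 1 when adjusted over the list alone), with HK2, which encodes hexokinase 2, at 0.39 ± 0.08 (camera adjusted p = 5.44e-06, and adjusted p = 0.487 with an estimated correlation). Of 44 interferon genes 3 were lower (6 when adjusted over the list alone), HERC6 with -0.53 ± 0.09, IFI6 with -0.27 ± 0.07 and OAS1 with -0.18 ± 0.05 (camera adjusted p = 0.000146, and adjusted p = 0.282 with an estimated correlation). Of 24 genes of Sema4D signalling 2 were lower, RND1 with -0.40 ± 0.08 and LIMK2 (4 when adjusted over the list alone, camera adjusted p = 0.0279, and adjusted p = 0.483 with an estimated correlation). Of 6 measured fibroblast markers 1 was lower, PDGFRB with -0.29 ± 0.07 (3 when adjusted over the list alone, camera adjusted p = 0.0176, and adjusted p = 0.441 with an estimated correlation). The WNT readout genes and the stem and progenitor genes were called lower with 0 members passing edgeR's test (camera adjusted p = 0.0186 and 0.0474, and adjusted p = 0.544 and 0.282 with an estimated correlation), and when adjusted over the list alone 4 of 18 and 1 of 14 were lower, and 1 WNT gene was higher. The count for ISO_a against ISO_G was 337 without ISO_a 1, 308 without ISO_a 3, 313 without ISO_G 1 and 303 on the 10 libraries of these groups, but 1278 with ComBat-seq and DESeq2, 1397 with the GC correction added after the data had been seen and 18 with no passage term. The count of at least 1.5-fold was 51 with no filter and 12 with no passage term.

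Of the 192 list tests (32 lists in 6 comparisons), 39 were called by camera with its preset correlation, 0 held with an estimated correlation and fry called 47. In the called tests, the median, the mean and the direction of the test had the same sign.

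A gene was called specific to a mimic when it differed from NC and from both other mimics in the same direction. Such a gene could also differ from NC with the other mimics, to a smaller extent. PDGFRA, specific to WT, measured -0.739 with WT, -0.488 with ISO_a and -0.447 with ISO_G. EREG, specific to ISO_G, measured -0.761, -0.236 and -1.045. Both were called with all 3 mimics. WT had 88 such genes (8 higher and 80 lower), ISO_a 43 (5 and 38) and ISO_G 83 (18 and 65). Single libraries moved these counts, those of WT to 44, 51, 56 and 57 without WT 3, WT 4, WT 5 and ISO_a 5, and those of ISO_G to 52, 55 and 53 without WT 5, ISO_G 1 and ISO_G 5. Those of ISO_a were 27, 21, 27, 19, 25 and 28 without WT 3, WT 5, ISO_a 1, ISO_a 3, ISO_a 4 and ISO_a 5. For WT, ISO_a and ISO_G they were 212, 105 and 213 with ComBat-seq and DESeq2, 250, 107 and 230 with the GC correction added after the data had been seen, and 6, 1 and 4 with no passage term. MREG and DENND2D were specific to WT, CCDC32, VGLL3, SSR2, DUSP7 and PGM2L1 (-0.51 ± 0.07 against NC) to ISO_a, and ATP6V1F, TBCA and BLOC1S6 to ISO_G. CXCL8, which encodes a chemokine, was specific to WT at a low level (-1.51 ± 0.23 against NC, 0.405 ± 0.0283 CPM, lower in 4 of 5 passages), as was APOA1-AS (1.52 ± 0.28, higher in 4 of 5 passages). The libraries were stranded, but whether reads of APOA1-AS were counted apart from those of the gene on the opposite strand was not stated. A list of genes changed with 1 mimic alone is not the same. Of the 1078 genes called with WT and with neither isoform, 205 (19%) differed between at least 2 of the mimics and 62 between WT and both isoforms. Of the 320 called with ISO_a alone, 91 (28.4%) differed between at least 2 mimics and 30 between ISO_a and both others. For the 437 called with ISO_G alone, these numbers were 161 (36.8%) and 59.

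The last comparison asked whether the lowered genes carried sites for the seed of the mimic, bases 2 to 8 of its 5′ end, in their 3′ UTRs. A 3′ UTR was annotated for 13264 of the genes tested, with a median length of 1472 nt. It held the WT site AATCCAT in 1630 genes, the ISO_a site AAATCCA in 2272 and the ISO_G site ATCCATT in 1707. Against NC, genes with the site of the transfected mimic were lower than genes matched on 3′ UTR length and expression by a mean log2 difference of -0.0758 ± 0.0054 (SD of random sets) for WT, -0.0354 ± 0.0040 for ISO_a and -0.0555 ± 0.0048 for ISO_G. Each had a permutation p of 0.0001, the smallest that 10000 random sets can give (0.000138 after Benjamini-Hochberg adjustment over 18 tests). The sites of the other mimics, which overlap it, gave -0.0359 and -0.0363 with WT, -0.0338 and -0.0217 with ISO_a, and -0.0419 and -0.0231 with ISO_G, so that with ISO_a the WT site lay within 1 SD of its own. Among 16263 heptamers the site of the transfected mimic ranked 3 from the lowest with WT, 13 with ISO_G and 432 with ISO_a, and with ISO_a 0 of 103 shuffled forms of its site lay as low. Matched on GC content as well, a test added after the data had been seen, the site of the transfected mimic ranked lowest with each (z = -10.86 with WT, -5.92 with ISO_a and -8.64 with ISO_G). The differences at the sites of the other mimics became -0.0222 and -0.0172 with WT, -0.0159 and -0.0038 with ISO_a and -0.0268 and -0.0113 with ISO_G, so that genes with the ISO_G site were no longer set apart with ISO_a (z = -0.89). The values at the mimic's own site became -0.0576, -0.0226 and -0.0400. Directly between mimics, genes with the WT site were higher with ISO_a than with WT by 0.0421 and with ISO_G by 0.0340, and genes with the ISO_G site were higher with ISO_a than with ISO_G by 0.0337. For genes with the ISO_a site the difference between ISO_a and WT depended on the definition of the site. It was 0.0005 with AAATCCA (permutation p = 0.891), -0.032 with sites of 8 bases and -0.022 with sites of exactly 1 variant, and the ISO_a word AATCCAA ranked lowest of 16263 heptamers in this comparison (z = -5.88). Genes with AAATCCA were lower with ISO_a than with ISO_G by -0.0123, but without the library ISO_a 4 this was -0.007 and no longer passed the threshold.

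The site of the transfected mimic stood in 315 of 1122 lower genes with WT (28.1%, against 12.3% of all tested genes), in 203 of 603 with ISO_a (33.7% against 17.1%) and in 227 of 649 with ISO_G (35.0% against 12.9%). Fisher's exact test, two-sided, gave odds ratios of 3.21 (p = 6.4e-51), 2.60 (p = 7.14e-24) and 4.05 (p = 3.11e-50), without matching on length or GC content. The sites of the other mimics were also more frequent among lower genes, with odds ratios of 2.01 (ISO_a) and 2.27 (ISO_G) with WT, 1.56 (WT) and 1.71 (ISO_G) with ISO_a, and 2.74 (WT) and 1.93 (ISO_a) with ISO_G. Among higher genes the shares of the mimic's own site were 9.6%, 14.6% and 11.3%. Of the sites of the other mimics, the ISO_a site was more frequent among genes higher with ISO_G (20.9% against 17.1%). Its odds ratio was 1.29 (Fisher's exact test, p = 0.00991). The remaining ones were less frequent among higher genes than among all tested genes. On GRCh38, CDC25A (ENSG00000164045.12, chromosome 3, 48157146 to 48188417) carried the WT site AATCCATA in its 3′ UTR at 48158520 to 48158527, and MREG (ENSG00000118242.16, chromosome 2, 215942584 to 216034096) at 215943204 to 215943211. TBCA (ENSG00000171530.14, chromosome 5, 77691166 to 77868780) carried the ISO_G site ATCCATTA in its 3′ UTR at 77691357 to 77691364, and PGK1 (ENSG00000102144.15, chromosome X, 77910739 to 78129295) at 78126233 to 78126240. PPP2CB carried it on chromosome 8 at 30785824 to 30785831 and LATS2 on chromosome 13 at 20973341 to 20973348. VGLL3 (ENSG00000206538.9, chromosome 3, 86876388 to 86991149) carried the ISO_a site AAATCCAA in its 3′ UTR at 86946983 to 86946990, and LIMK2 on chromosome 22 at 31278655 to 31278662. Of the 8 leading decreases, 7 had a site of the mimic with WT, 3 with ISO_a and 5 with ISO_G. ATP6V1F (ENSG00000128524.5, chromosome 7, 128862856 to 128865847), with a 3′ UTR of 269 nt, had 0 sites for ISO_G, and CCDC32 (ENSG00000128891.15, chromosome 15, 40528683 to 40565054) had 0 for ISO_a.

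**Figure D2:**
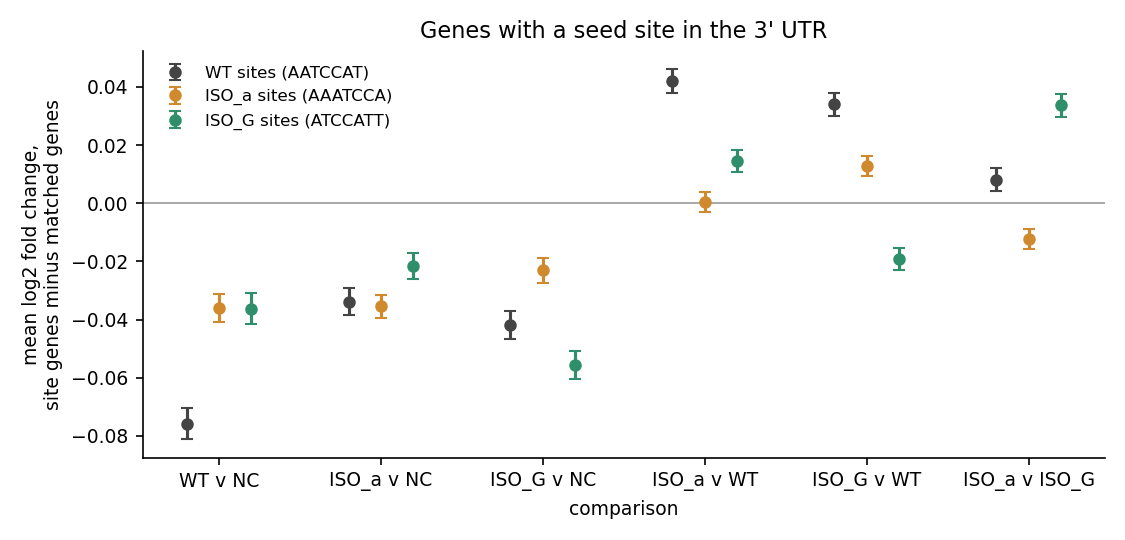
Mean log2 difference between genes with a seed site in the 3′ UTR and matched genes, for the 3 sites in the 6 comparisons, with error bars of 1 SD of the random sets. Against NC the lowest value of each mimic was at its own site, -0.0758 for WT, -0.0354 for ISO_a and -0.0555 for ISO_G.

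The mean of the 3 mimics against NC was scanned for words carried by genes that were higher. Matched on length and expression, the scan was led by GC-rich words (CAGCCCC, z = 17.18). Matched on GC content as well, a scan added after the data had been seen, it was led by GACGTAA (z = 11.79). The hexamer GACGTA was chosen after the values had been seen. It stood in the 3′ UTR of 90 of the 263 genes higher with all 3 mimics that have one (34.2%), against 4.9% of the 13264 genes and 6.6% in sets matched on GC content, length and expression, and in 3 of 183 lower genes (1.6%). Fisher's exact test gave an odds ratio of 11.64 (p = 1.15e-52). Over all 646 genes with the hexamer, the matched log2 difference was 0.113 with WT, 0.107 with ISO_a and 0.116 with ISO_G against NC, whereas it was -0.006, 0.0029 and -0.0089 between mimics. In pairs of a mimic and NC of the same passage, of which the 3 in a passage share 1 NC library, it lay between 0.0802 and 0.162. For 833 genes with the hexamer only upstream of the 3′ UTR, the matched difference against NC was 0.0182 with WT, 0.0193 with ISO_a and 0.023 with ISO_G. Of the 8 leading increases, 5 carried the hexamer with WT and 6 with each isoform, DNMT3B, E2F2, FARP2, MCFD2, PTPMT1 and, among the 8 of the isoforms, MET. In FARP2 (ENSG00000006607.14) it lay on chromosome 2 at 241442716 to 241442721 and in MET (ENSG00000105976.15) on chromosome 7 at 116797599 to 116797604. CCND3 (ENSG00000112576.13, chromosome 6, 41934934 to 42050357) and CALU (ENSG00000128595.17, chromosome 7, 128739292 to 128773400) carried 0 copies.

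**Figure D3:**
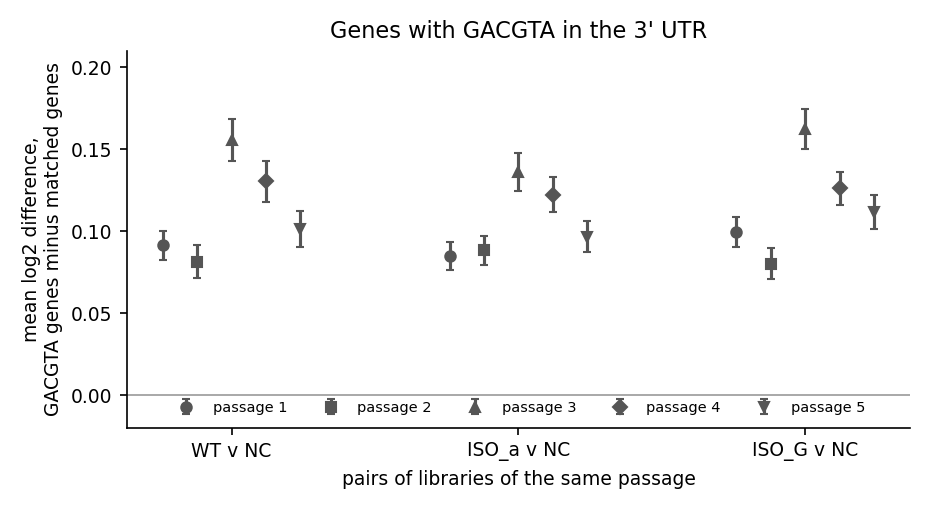
Mean log2 difference between genes with GACGTA in the 3′ UTR and matched genes, for each of the 15 pairs of 1 mimic library and the NC library of the same passage, with error bars of 1 SD of the random sets. The 3 points of a passage share 1 NC library, and the points lie between 0.0802 and 0.162.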

Values the study reported

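The study reported 3434 deregulated genes for the canonical mimic, 2324 for the isoform lacking the first base and 2514 for the isoform with an added G. The study shrank its log2 fold changes with ashr, which was not done for the values above, so sizes are not directly comparable. For LATS2 the log2 fold change was given as -0.62 for the isoform with G, -0.19 for the isoform lacking the base and -0.49 for the canonical mimic. EREG had -0.95 for the isoform with G and -0.67 for the canonical form, and PPP2CB -0.79 and -0.40. For the canonical mimic, CDC25A was listed at -1.11, DYNC1I1 at -0.33, TUBGCP3 at -0.31 and NUP50 at -0.29. LIMK2 was given as -0.31 for the isoform lacking the base.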

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

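The tests of GACGTA, of heptamers matched on GC content, of GC bias in the NC libraries and of the cells' own microRNAs were chosen after the results had been seen. In 4 of 98 sets of 5 libraries or passages, 1 value lay far from the other 4, where chance gives about 1 in 20 sets. The range of the trend with transcript GC content was 0.339 in ISO_a 4, against 0.08 to 0.152 in the other ISO_a libraries. Over all 20 libraries it ran from 0.041 in ISO_G 2 to 0.345 in NC 3, with 0.287 in WT 4. For ISO_a against WT, the log2 difference of MED22 was 0.42 in passage 2 (0.75 to 0.88 in the others) and that of IFI6 was -0.97 in passage 3 (-0.50 to -0.40 in the others). For ISO_G against WT, that of ZNF267 was 1.03 in passage 4 (0.52 to 0.59 in the others). No explanation was tested for the 3 genes.

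A 3′ UTR was annotated for 263 genes higher with all 3 mimics than with NC. Their share with GACGTA was 5.15 times that of sets matched on GC content, length and expression. As the word was chosen on the same fold changes, this share cannot decide whether GC bias of the NC libraries was the whole cause. The GC correction was also chosen after the data had been seen. With it, higher genes went from 1134 to 1784 with WT, from 550 to 996 with ISO_a and from 724 to 1241 with ISO_G. Lower genes became more numerous too (1166 to 1796, 614 to 1001 and 678 to 1171), so these counts cannot decide it. Of the 2300, 1164 and 1402 genes called, 2174, 1102 and 1367 were still called, both directions together. This argues against GC bias as the whole cause of the calls that stayed, as far as the correction removes it. Without NC 3 and NC 4 (GC ranges 0.345 and 0.202), 170 and 164 genes were higher with all 3 mimics. Without NC 1 (0.095) there were 384. A part played by GC bias of the NC libraries stays open. The matched difference of all genes with GACGTA was at least 0.0802 in each of 15 pairs of a mimic and NC, but these share 5 NC libraries and the word was found on the same data, so that the negative control mimic lowered transcripts carrying it is a candidate explanation only. Whether it acted through a seed of its own cannot be told apart, as its sequence was not used here and the heptamers leading in a random part of the genes, with z of at least 10.18 in the rest, were GC-rich words. Matched on GC content, the leading words were instead AGACGTA (z = 6.78 in the rest) and TGACGTA (z = 5.5), which share GACGTA but are not the same word. The rest of the genes had no part in choosing these words, which argues against GC content as the whole cause for genes that carry them. A rise caused by the sequence the 3 mimics share stays open too: the highest median difference between mimics was 0.93 standard errors, and the bound written beforehand was wrong, since mimics that share all but the 5′ base would also raise the genes equally.

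Genes with GC-rich 3′ UTRs were higher with all 3 mimics, with medians from -0.061 in the 20% of genes lowest in GC content to 0.059 in the 20% highest for WT, -0.058 to 0.076 for ISO_a and -0.049 to 0.053 for ISO_G. The partial rank correlation with GC content upstream of the 3′ UTR (0.205) was 1.56 times that with the 3′ UTR (0.131). GC bias at amplification or sequencing would give this. Within single pairs of a mimic and NC, the rank correlation with GC content of the 3′ UTR, not partial, ran from -0.335 to 0.585. Sites of the cells' own microRNAs stay open: the median z of 21 epithelial families minus that of 7 families of other tissues was -1.16 (permutation p = 0.12). No biological cause of this trend can therefore be claimed.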

How the results depend on the processing

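The GC correction, the 2 fits of recovered reads and the GC-matched site test were chosen after seeing the data. Over 35 results on comparisons, 1163 values under an alternative kept direction, side of the threshold and size, 176 moved, 2 were weaker, 2 stronger and 2 reversed. Over 474 results on named genes, 15815 values were the same, 2184 weaker and 0 reversed, and over 39 list results 1376 were the same, 184 weaker and 0 reversed. Except where stated, the cause was not tested.

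With no replicate block, 97, 36, 68, 8, 13 and 18 genes were called in the 6 comparisons (order as in the processing), 36, 15, 33, 4, 6 and 12 by at least 1.5-fold, 22 were higher and 0 lower with all 3 mimics, 6, 1 and 4 were specific to WT, ISO_a and ISO_G, and 25 list tests were called. The pairing by passage removes the differences between passages from the residual, so its absence widens the spread by construction. The correlations between mimics were 0.66, 0.65 and 0.59.

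DESeq2 with the passage term gave 133 genes of at least 1.5-fold for WT against NC and 53 for ISO_G against NC. ComBat-seq followed by DESeq2 gave 1944 genes for ISO_a and 2320 for ISO_G against NC, 857 and 896 for ISO_a and ISO_G against WT (15 and 20 by at least 1.5-fold) and 1278 between isoforms, with 410 lower with all 3 mimics and 212, 105 and 213 specific to WT, ISO_a and ISO_G. With no filter, more genes were tested, and 41 (ISO_a against WT) and 51 (ISO_a against ISO_G) passed 1.5-fold, r was 0.49, 0.48 and 0.50, and 62 list tests were called. With at least 1 CPM in 5 libraries, 130 genes of WT against NC passed 1.5-fold, and r was 0.73 for WT and ISO_a and 0.70 for WT and ISO_G. With only the 10 libraries of 2 groups, 1215, 769, 976 and 303 genes were called for WT and ISO_a against NC, ISO_a against WT and ISO_a against ISO_G, 41 of ISO_a against WT by at least 1.5-fold, and 107 were lower with all 3 mimics.

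The GC correction gave 3580, 1997, 2412, 1021, 1042 and 1397 genes, 39 of ISO_a against WT by at least 1.5-fold, 496 higher and 361 lower with all 3 mimics and 250, 107 and 230 specific ones. On recovered reads, edgeR gave 578 genes for ISO_G against WT, 826 between isoforms and 38 of at least 1.5-fold for ISO_a against WT. DESeq2 gave 687, 732 and 1055 genes between mimics, 33, 59, 15 and 20 of at least 1.5-fold for ISO_a and ISO_G against NC, ISO_a against WT and ISO_a against ISO_G, 334 lower with all 3 and 174, 83 and 151 specific ones.

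The difference of genes with the ISO_a site between ISO_a and WT reversed to -0.032 with sites of 8 bases and to -0.022 with sites of exactly 1 variant, where 10 of the site tests were called. With an estimated correlation, 0 list tests were called by camera. Matched on GC content, the shift at the mimic's own site was -0.0576, -0.0226 and -0.0400.

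Leaving out 1 library (then 1 passage), the 6 counts ran 1492 to 2651 (1381 to 2375), 550 to 1693 (510 to 943), 909 to 1495 (744 to 1147), 172 to 430 (101 to 214), 207 to 423 (167 to 262) and 308 to 579 (217 to 444). At 1.5-fold they ran 142 to 255 (127 to 254), 39 to 105 (37 to 75), 72 to 111 (70 to 96), 15 to 28 (15 to 22), 19 to 35 (19 to 28) and 24 to 39 (28 to 37). The overlap was 164 to 384 (157 to 246) higher and 65 to 255 (64 to 146) lower, and the specific genes 44 to 98 (32 to 56), 19 to 51 (13 to 26) and 52 to 79 (37 to 72). The values of r were 0.60 to 0.71 (0.61 to 0.67), 0.59 to 0.70 (0.60 to 0.64) and 0.53 to 0.66 (0.52 to 0.61), called list tests 34 to 46 (32 to 44) and called site tests 16 to 17 (15 to 18). The ISO_a site shift ran from -0.005 to 0.009 (-0.003 to 0.01) for ISO_a against WT and from -0.017 to -0.007 (-0.017 to -0.004) for ISO_a against ISO_G. The first passed the threshold without WT 1 (0.009), and the second no longer did without ISO_a 4 (-0.007). The highest counts against NC came without NC 1 and the lowest without NC 3 or NC 4. Genes specific to WT numbered 44, 51, 56 and 57 without WT 3, WT 4, WT 5 and ISO_a 5. Those specific to ISO_a numbered 27, 21, 27, 19, 25 and 28 without WT 3, WT 5, ISO_a 1, ISO_a 3, ISO_a 4 and ISO_a 5, and those specific to ISO_G 52, 55 and 53 without WT 5, ISO_G 1 and ISO_G 5. The overlap was 170 and 164 higher without NC 3 and NC 4, and 65, 74, 109, 109 and 116 lower without NC 3, NC 4, ISO_a 1, ISO_a 3 and ISO_a 4.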

Other observations

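The tests on splits of 10 libraries and of passage numbers were chosen after the results had been seen. Several gene groups were not called in any of the comparisons with NC (camera). Of 29 genes of the unfolded protein and integrated stress response, 3 rose and 2 fell with WT, 3 and 1 with ISO_a and 3 and 3 with ISO_G, with the transcription factor ATF3 at -0.46 ± 0.09 with WT and -0.47 ± 0.09 with ISO_G. Of 36 apoptosis genes, 1 rose and 5 fell with each mimic, with BCL2 at -0.30 ± 0.09 with WT and -0.50 ± 0.09 with ISO_G, and the death receptor TNFRSF10B at -0.41 ± 0.05 with WT. Of 23 genes of epithelial and mesenchymal state, 2 rose with each mimic and 6, 4 and 5 fell. The tight junction gene CLDN1 rose by 0.37 ± 0.06, 0.42 ± 0.06 and 0.49 ± 0.06, and VIM, which encodes vimentin, changed by -0.85 ± 0.13 with WT.

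Of 41 enterocyte genes, 4, 1 and 3 rose and 4, 1 and 3 fell, with the chloride channel CFTR at -0.49 ± 0.06 with WT. Of 11 secretory cell genes 2, 2 and 1 rose and 0, 0 and 1 fell, with ZG16 at 0.40 ± 0.08 with WT. Of 6 fibroblast markers 2, 0 and 1 rose and 1 fell with each mimic (TAGLN at -0.45 ± 0.06 with WT), and of 6 leukocyte markers LAPTM5 rose with each (0.79 ± 0.18 with WT). Of 13 mitochondrially encoded genes 0 passed with any mimic. Of 20 readout genes of YAP and TAZ 2 rose with each mimic and 4, 3 and 2 fell, of 52 PI3K genes 7, 5 and 6 rose and 7, 7 and 5 fell, and of 47 genes of MET signalling 5, 4 and 2 rose and 3, 0 and 1 fell. Of 50 WNT components 8, 3 and 5 rose and 8, 6 and 4 fell, and of 25 genes of LKB1, AMPK and mTOR signalling 2, 1 and 2 rose and 5, 4 and 2 fell.

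With WT, 2300 genes differed from NC, and with ISO_a 1164. Each is lower than the value quoted from the study above. With ISO_G, 1402 genes differed from NC. That is lower than the value quoted from the study above. With ComBat-seq followed by DESeq2, 3218, 1944 and 2320 genes differed from NC with WT, ISO_a and ISO_G.

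The 10 libraries of each comparison were split in other ways, with the passage term kept, in 100 of 126 possible splits. As many genes as in the real split were called in 3 of the 100 splits for WT against NC (1215, highest other 1796), 5 for ISO_a against NC (769, highest other 1491) and 1 each for ISO_G against NC (1104, highest other 290), ISO_a against WT (976, highest other 448), ISO_G against WT (256, highest other 22) and ISO_a against ISO_G (303, highest other 29). Chance can be excluded for 5 of these counts by this measure, which breaks the passage pairs. At 1.5-fold the numbers were 4 (146, highest other 243), 6 (55, highest other 108), and 1 each for the rest (82, 41, 25 and 24, highest others 70, 36, 22 and 7), so chance can be excluded for all but ISO_a against NC by this measure. The larger splits for WT and ISO_a against NC parted 3 pairs along the treatment and left 2 passages unparted, whereas other splits that parted 5 pairs, as the real one does, called at most 0 genes by edgeR. With the pairs kept, in shuffles of treatments within passages, 1 of 100 reached the 1164 genes of ISO_a against NC (highest other 505), so chance can be excluded for that count. The count at 1.5-fold was not shuffled within passages. For it, 14 other splits parted 5 pairs and called at most 0 genes, where the real one called 55, too few splits for a share under 0.05. As many list tests were called in 15 (9, highest other 13), 45 (3, highest other 8), 26 (5, highest other 7), 8 (10, highest other 14), 5 (9, highest other 11) and 16 (6, highest other 7) of the 100 splits, so chance cannot be excluded for the number of list tests called.

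When passage numbers were shuffled within groups, 1 of 100 orders, the real one, gave as many genes differing between passages (13296, highest other 8470). With treatments shuffled within each passage, the real assignment alone of 100 gave as many genes higher with all 3 mimics (281, highest other 24), lower with all 3 (185, highest other 5) and specific to WT (88), ISO_a (43) and ISO_G (83, highest other 0 for each), so chance can be excluded for these 6 counts. The 6 counts of changed genes were reached in 1, 1, 1, 1, 2 and 1 of these 100, with highest others of 54, 505, 98, 79, 399 and 178.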
